A study of Arabidopsis thaliana with 6 samples.

How the data were processed

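Poly(A) RNA of rosette leaves was sequenced from Arabidopsis thaliana plants of 2 genotypes, the wild type Col-0 and the mac3a mac3b double mutant, with 3 libraries each. Per the labels' protocols, the plants were 40 days old, still vegetative, and grown in short days of 8 h light and 16 h dark at 22 °C; the RNA was treated with DNase and the libraries were made with an Illumina kit. Groups and replicate numbers were taken from the sample titles, and 0 samples were left without a group. The labels give no time of day of collection, and no aligner, genome build or annotation.

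The expression table holds, per the file headers, values per gene and library with the authors' own comparison columns, which carry the names DESeq2 uses. Its unit is not stated. The deposited values multiplied by gene length were proportional to the deposited unique read counts within 1% in at least 97.95% of the compared genes of each library, so they were read as RPKM, which scales reads to gene length and library size. The log2 fold change and the adjusted p-value of the authors' table are quoted only as theirs. Of the splicing tables, made with RackJ per the file names, the table of alternative donors and acceptors holds deposited counts of reads on a junction, on the competing junctions, and of unique reads per gene for 13069 genes. The exon skipping table holds deposited counts of skipping and of inclusion reads. The intron table holds the average read depth (a coverage signal, not counts) of each intron and of its neighbouring exons, with the authors' p-value; the deposited ratio equalled intron depth over exon depth in each row. The authors' adjusted values of the splicing tables, treated as a score because some exceed 1, are likewise quoted only as theirs. No column of per-sample values was left without a sample.

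The design chosen before the data were examined assumed raw counts for genes and for introns and gave a second test for normalized values or depths. Counts per gene were found for 13069 of 38194 listed genes, and introns had depths, so the second test was used for both. Expression was tested with limma 3.58.1 in R 4.3.3 (eBayes with a variance trend) on log2(RPKM + 1) over the 17163 genes with a mean of at least 1 RPKM; a fold change on this scale understates the change of weakly expressed genes. Introns were tested with limma (eBayes) on log2 of intron depth + 0.5 over exon depth + 0.5, where intron plus exon depth was at least 10 in every library (94754 introns). Skipping and donor or acceptor events were tested with edgeR 4.0.16 (quasi-likelihood, robust), as an interaction of genotype and read kind with a coefficient per library, over events with at least 10 reads of both kinds together in every library. Rows of the donor and acceptor table that exactly repeat another row with its read kinds exchanged (24122) were left out. Rows that nearly do so were kept, so the same choice of sites can be counted both as a higher and as a lower event. In each family, p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. DESeq2 1.42.0 and edgeR on the unique read counts were alternatives.

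Libraries with the same replicate number deviated together in expression. After subtracting the genotype means, the libraries numbered 1, 2 and 3 correlated across genes between the genotypes with r of 0.62, 0.78 and 0.43. The 6 pairs with different numbers had r from −0.61 to −0.09. These negative values add no evidence, because after that subtraction a library's covariances with the other genotype's libraries sum to 0. The pairing rests on the same-numbered values alone, since the labels do not say what a number marks. With 3 libraries per genotype few matchings are possible, so chance could also have favoured this one. Fits with the replicate number as a block are therefore given beside a result where they change a call or move a count by over 1.5 times. Deviations in splicing ratios correlated less, with r from 0.05 to 0.12 for introns, from 0.06 to 0.36 for skipping and from 0.08 to 0.17 for donors and acceptors. To see whether a library had been deposited more than once, replicates were compared by chi-square; no pair agreed within sampling noise (at least 338.5 per degree of freedom), so each was counted as a separate library.

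The tests were tried on simulated data. With a replicate effect shared between the genotypes, limma without the block recovered 78 of 192 changed genes (40.6%) and limma with it 192 of 192, while edgeR without the block recovered 0 of 200. All simulated skipping changes were placed in events with at least 60 reads of each kind, so recovery of changes in events with fewer reads was not tested. The skipping test recovered 32 of 200 simulated changes when fitted over all events but 162 of 199 (81.4%) when fitted over events with at least 60 reads of each kind, so counts under that limit, chosen after seeing the data, are printed beside those of the design. Limma on the ratio recovered 0 of 200 over all events and 142 of 199 over events with at least 60 reads of each kind. With the replicate block, the edgeR test recovered 6 of 200 over all events and 154 of 199 under that limit. The intron test recovered 118 of 200 changes with 7 false calls. Those changes were made in 200 of 20000 introns, up or down, and only where enough intron reads were expected. A shift of most introns in the same direction, and changes in introns with little depth, were not simulated.

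Depth was 108909613, 106740080 and 89304764 unique reads for Col-0 replicates 1, 2 and 3 and 80626787, 97991224 and 86876296 for mutant replicates 1, 2 and 3, summed over the 13069 genes. The smallest two-sided p an exact permutation test of 3 against 3 libraries can give is 0.1.

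Introns were placed on TAIR10.1 by matching number and length to merged RefSeq exons; 103330 of 105206 introns (98.2%) had a place. Coordinates come from this match, not from the deposited tables, and exons are numbered by ascending position. Genes named are MAC3A, MAC3B, FLM, members of 3 fixed lists past the threshold, and the 5 largest rises and falls past it with a mean log2 value of at least 3 and no overlap between genotypes. Events named are those of FLM and the 3 largest rises and falls in percent per kind, with at least 30 reads or depth units in every library and no overlap, and list members by the same rule. The 2 largest skipping changes among events past the threshold with at least 60 reads of each kind were also named, a choice made after the data were seen. The lists hold 40 flowering genes, 17 clock genes and 9 genes of other subunits of the complex. The depth along MAC3A and MAC3B was not part of the design and was added after the data were seen.

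Alternatives were the replicate block, another pseudocount, other filters, a minimum effect, other tests, and leaving out each library. Reads of near-identical gene copies, overlapping genes and antisense genes were not separated here, because the counting rule is not stated.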

Results

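MAC3A and MAC3B are paralogous subunits of the MOS4-associated complex, a plant protein complex bound to the spliceosome. The study asked what lies behind the early flowering of plants that lack both, and whether the splicing of the floral repressor FLM changes in them, in leaves of plants that had not yet flowered in short days. RNA of rosette leaves was sequenced in 3 libraries of Col-0 and 3 of the mac3a mac3b double mutant, at 80626787 to 108909613 unique reads per library over 13069 genes.

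The mutated genes were examined first. MAC3A (AT1G04510, chromosome 1, 1226483 to 1230947, TAIR10.1) was at 19.6 ± 2.68 RPKM in Col-0 and 7.03 ± 1.60 RPKM in the mutant (SD, n = 3), 35.8% of the wild-type mean. Its log2 fold change of −1.37 (SE 0.20) had a limma adjusted p of 0.100, and with the replicate block 0.0243. MAC3B (AT2G33340, chromosome 2, 14126141 to 14131224) was at 40.3 ± 7.55 RPKM in Col-0 and 7.41 ± 1.68 RPKM in the mutant (SD, n = 3), 18.4% of the wild-type mean. Its log2 fold change was −2.30 (SE 0.22; limma adjusted p 0.0377), and when any 1 of the 6 libraries was left out the limma adjusted p rose to between 0.0661 and 0.198. Both genes were lower in all 3 mutant libraries than in any wild-type library. Reads shared between these paralogs could not be separated here, so both values carry that uncertainty.

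The loss of depth was uneven along both genes. In MAC3A, the exon depth beside introns 1 to 9 was 40.2% to 46.0% of the wild-type mean, and beside introns 10 to 17 it was 23.5% to 29.1%. Depth within MAC3A intron 10 (1228957 to 1229053) rose from 0.0161% ± 0.00413 to 4.27% ± 1.51 of intron plus exon depth (SD, n = 3; limma adjusted p 0.000958). MAC3B lies on the minus strand. Its exon depth was 18.5% to 22.7% of the wild-type mean beside introns 1 to 14 counted from the 5′ end, 15.5% beside intron 15, and 10.4% to 11.6% beside introns 16 to 18. Depth within MAC3B intron 16 from the 5′ end (14126868 to 14126994) rose from 0.00284% ± 0.00178 to 8.66% ± 1.01 (SD, n = 3; limma adjusted p 0.000958).

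**Figure D1:**
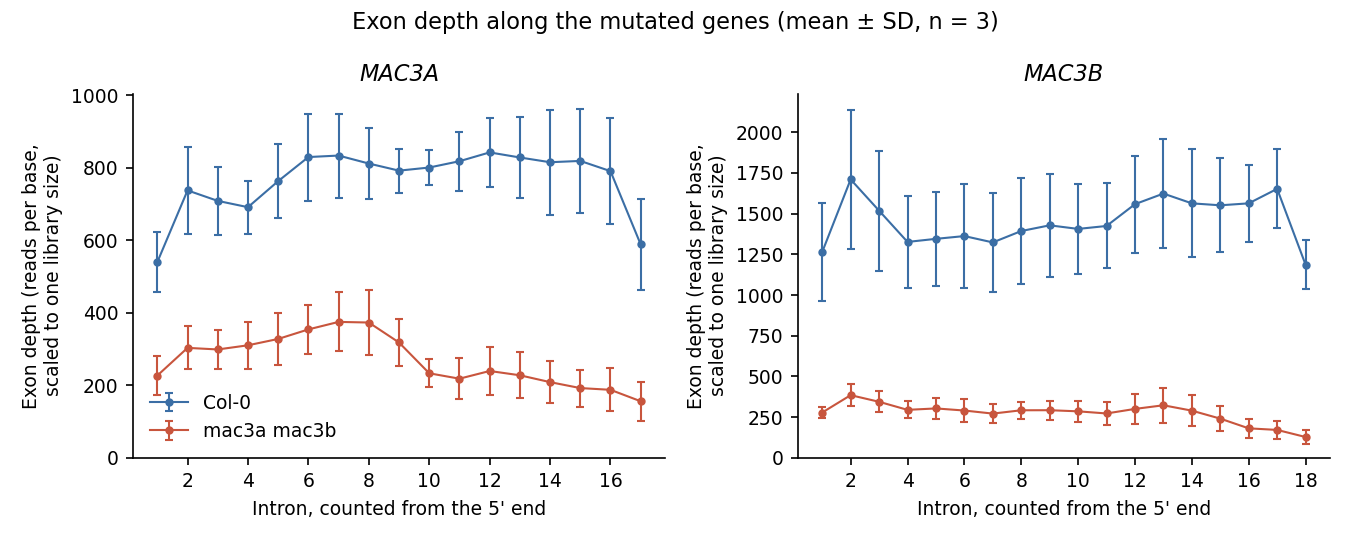
Exon depth beside each intron of MAC3A and MAC3B, counted from the 5′ end, in reads per base scaled to one library size; points are means and bars SD of 3 libraries of Col-0 (blue) or mac3a mac3b (red). The mutant lies below Col-0 along both genes and falls further from MAC3A intron 10 and MAC3B intron 15 onwards.

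To find genes whose expression differed between the genotypes, 17163 genes were tested. Without the replicate block, 18 genes had a limma adjusted p under 0.05, of which 9 were higher and 9 lower in the mutant, and 1893 had an unadjusted p under 0.05. With the block, 776 genes passed, 463 higher and 313 lower, and these included all 18. After rescaling RPKM to each library's total, which removes the unequal library sums of the deposited values, the blocked fit gave 989 genes, with 479 higher and 510 lower. DESeq2 with the replicate block on the unique read counts moved the count most, to 1843 genes. The count without the block depended on single libraries. Without mutant replicate 2, 11 genes passed, of which 6 were among the 18. In that fit MAC3A, FLM and the genes named here among the 18 did not pass. Those among the 18 had a limma adjusted p from 0.0504 to 0.092. Without Col-0 replicate 2, 1 gene passed, and 0 without any 1 of the other 4 libraries, where at least 1177 genes had an unadjusted p under 0.05. In the authors' deposited table, 937 of 22080 genes with an adjusted p were under 0.05, 565 higher and 372 lower, and they included 406 of the 776 genes.

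Among genes past the threshold without the block, 2 rises met the rule for naming, those of AT5G67610 (chromosome 5, 26960904 to 26963736), from 7.22 ± 0.743 to 27.8 ± 2.02 RPKM (log2 fold change 1.81, limma adjusted p 0.0335), and JAC1 (AT1G75100, chromosome 1, 28190740 to 28194068), from 6.81 ± 0.923 to 21.0 ± 1.07 RPKM (log2 fold change 1.50, limma adjusted p 0.0454). The largest fall was that of COR27 (AT5G42900, chromosome 5, 17197641 to 17199910), from 55.4 ± 18.8 to 3.02 ± 1.49 RPKM, 5.45% of the wild-type mean. ELF4 (AT2G40080, chromosome 2, 16734294 to 16734953) fell from 103.5 ± 24.9 to 11.2 ± 4.72 RPKM, COL9 (AT3G07650, chromosome 3, 2441565 to 2444532) from 36.4 ± 1.84 to 4.75 ± 1.83 RPKM, and AT4G32340 (chromosome 4, 15612337 to 15614544) from 143.6 ± 14.2 to 27.9 ± 6.62 RPKM (SD, n = 3 throughout). Their limma adjusted p-values were 0.0377 for COR27, 0.0484 for ELF4, 0.0335 for COL9 and 0.0377 for AT4G32340. With the replicate block, the 5 largest rises by the same rule were those of VSP2, CCA1, STH, EXPA10 and BAM5. Their log2 fold changes ran from 2.78 to 3.70 (blocked limma adjusted p from 0.0145 to 0.0396). The largest falls then also included those of AT3G61280, AT4G33980 and AT2G33830, from −3.42 to −3.22 (from 0.0114 to 0.0356). Without the block none of these rises or added falls passed (limma adjusted p from 0.109 to 0.29).

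Of 40 flowering genes, 32 could be tested. Over all genes tested 0 passed, 5 had an unadjusted p under 0.05, and 1 passed adjusted over the list alone, CDF1, whose log2 fold change was 1.36 (limma p adjusted over the list alone 0.019). With the replicate block 2 passed over all genes, CDF1 and FKF1 (log2 fold change −2.50, limma adjusted p 0.0365), and 5 adjusted over the list alone, CDF1, FKF1, SPL9, FLC and FLM. SPL9 and FLC are named after their values were seen. FT, TSF, CO, LFY, AP1, TFL1, SPL5 and SPL15 were below a mean of 1 RPKM and were not tested. FLM (AT1G77080, chromosome 1, 28955483 to 28960234, plus strand) was at 24.6 ± 4.57 RPKM in Col-0 and 16.5 ± 5.61 RPKM in the mutant (SD, n = 3). It was lower in 3 of 3 same-numbered pairs, and its log2 fold change of −0.59 (SE 0.27) did not pass, with a limma adjusted p of 0.498 and with the block 0.0843. Adjusted over the list alone, the limma p of FLM was 0.304 and with the block 0.0497. Over all genes it passed in 1 alternative, DESeq2 with the replicate block (−0.66, adjusted p 0.00502), and over all alternatives its adjusted p ran from 0.00502 to 0.919. Reads shared with the related MAF genes could not be separated here.

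All 17 clock genes could be tested. TOC1, ELF4 and LUX passed over all genes, and 11 passed adjusted over the list alone; with the replicate block 11 passed by either adjustment. In unblocked fits without any 1 library, 0 passed over all genes, with 10 to 12 at an unadjusted p under 0.05. These fits do not test the calls made with the block. CCA1, LHY, PRR9, RVE8, RVE4 and LNK2 were higher in the mutant, and TOC1, PRR3, ELF3, ELF4 and LUX were lower. CCA1 rose from 3.89 ± 2.85 to 39.9 ± 15.8 RPKM, with a log2 fold change of 3.18 and a limma adjusted p of 0.109 without and 0.016 with the block. TOC1 fell from 57.6 ± 3.86 to 12.4 ± 3.58 RPKM (log2 fold change −2.16, limma adjusted p 0.0454), and LUX from 12.2 ± 2.61 to 2.30 ± 0.533 RPKM (log2 fold change −1.99, limma adjusted p 0.0454; SD, n = 3). The median absolute log2 fold change of the list was 1.22, against 0.21 in random lists, and lay at percentile 100 of 10000 lists matched on mean expression. The flowering list lay at percentile 99.89 and the list of other complex subunits at percentile 25.02. Random lists drawn gene by gene do not keep genes that vary together, so these percentiles do not measure the spread between libraries. A difference in time of collection, which the labels do not give, could also move clock genes and flowering genes with a morning or evening peak. Of 9 genes of other subunits, 8 were tested; 0 passed over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05.

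**Figure D2:**
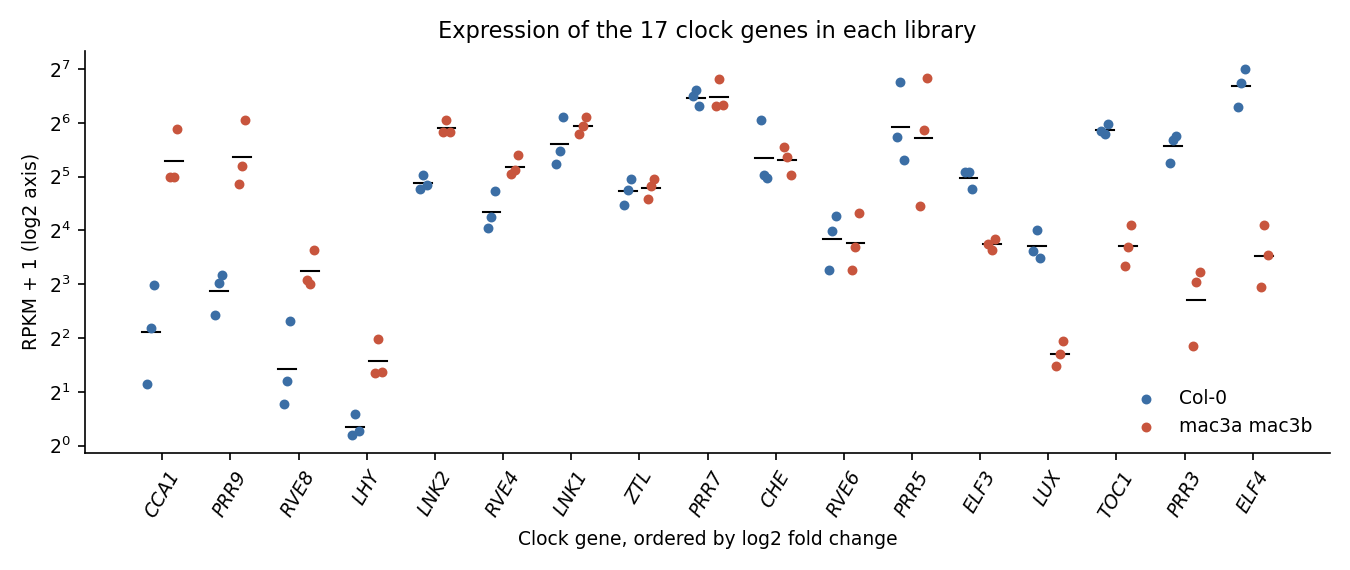
RPKM + 1 on a log2 axis for the 17 clock genes, ordered by log2 fold change; each point is a library of Col-0 (blue) or mac3a mac3b (red), and each line the mean on the log2 scale of 3 libraries. CCA1, PRR9, RVE8 and LHY lie higher in the mutant libraries, and TOC1, PRR3, ELF3, ELF4 and LUX lie lower.

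Intron retention was compared next. The median retention over 94754 introns was 0.210% ± 0.0525 of intron plus exon depth in Col-0 and 1.65% ± 0.104 in the mutant (SD, n = 3). Summed over introns, it was 1.78% ± 0.0414 and 2.83% ± 0.143. All 3 mutant libraries lay above all 3 Col-0 libraries in both measures, and the exact permutation test, two-sided, gave p = 0.1 for each, the smallest it can give. With 1 intron per gene the medians were 0.558% and 2.97%, the alternative that moved the difference most.

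Of the introns tested, 59124 (62.4%) in 13323 genes had a limma adjusted p under 0.05, of which 59073 were higher and 51 lower in the mutant. The median log2 change over all tested introns was 1.83. The changes were small in absolute terms, with a median of 1.58 percentage points over the introns that passed, and 88.2% of these changed by under 5 points. A change of at least 10 points was found for 1235 introns, 1233 of them higher. In the authors' deposited table, 2077 introns had an adjusted p under 0.05, of which 2074 were enhanced and 3 reduced, and 2054 of them also passed here.

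**Figure D3:**
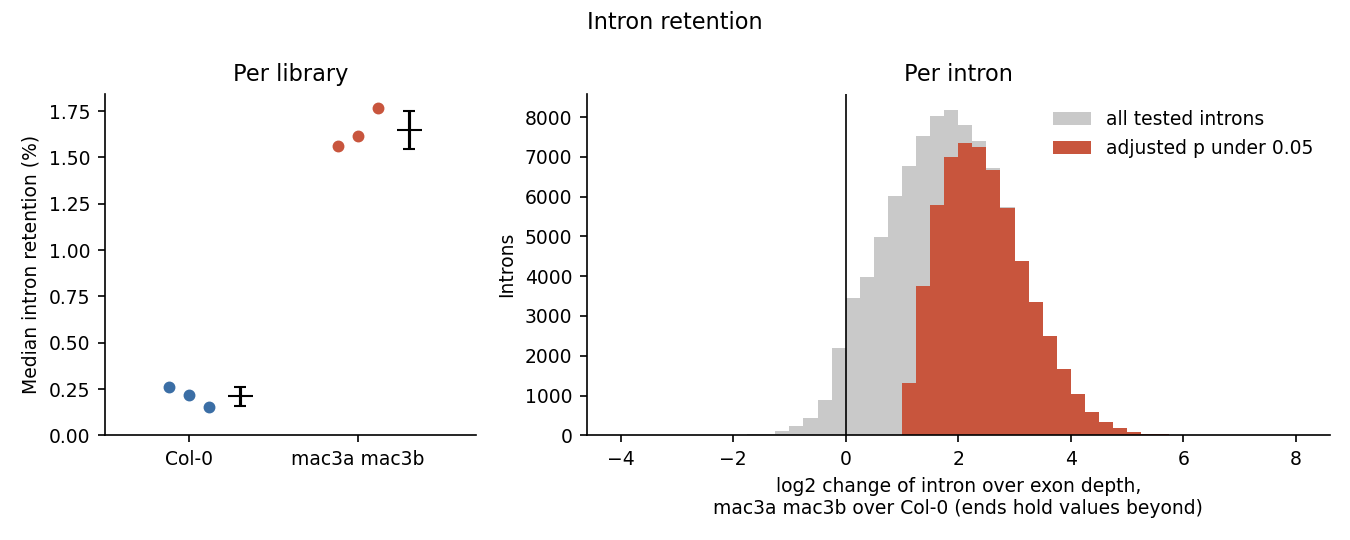
Left, median intron retention in percent for each library (points) with mean and SD of 3 libraries (bars); right, number of introns by log2 change of intron over exon depth, for all tested introns (grey) and those with an adjusted p under 0.05 (red). The mutant libraries lie between 1.56% and 1.76%, above the Col-0 libraries at 0.155% to 0.259%.

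The largest rises in retention were those of AT3G54910 (intron at chromosome 3, 20344642 to 20344733), from 24.1% ± 5.33 to 48.5% ± 7.56, AT3G24715 (chromosome 3, 9029517 to 9029588), from 0.939% ± 0.869 to 25.0% ± 3.84, and AT5G67610 (chromosome 5, 26962794 to 26962862), from 6.37% ± 1.55 to 30.2% ± 0.892. The largest falls were those of INO80 (chromosome 3, 21204626 to 21204786), from 13.4% ± 3.33 to 4.05% ± 1.24, AT3G33530 (chromosome 3, 14087212 to 14087258), from 17.4% ± 1.40 to 8.96% ± 0.730, and SAC3B (chromosome 3, 1905698 to 1905957), from 14.3% ± 2.17 to 6.89% ± 1.25 (SD, n = 3). Their limma adjusted p-values ranged from 0.000958 to 0.0391. With the replicate block, AT3G33530 and SAC3B no longer passed, at 0.0589 and 0.0639, nor with a pseudocount of 0.05, at 0.0543 and 0.0568. Each also lost its call in 5 of the 6 fits without 1 library, AT3G33530 in all but that without Col-0 replicate 1 and SAC3B in all but that without Col-0 replicate 3. Over all alternatives the limma adjusted p ran from 0.00477 to 0.0898 for AT3G33530 and from 0.00991 to 0.112 for SAC3B. AT3G54910 did not pass without Col-0 replicate 2 (0.0527; from 0.000995 to 0.0527 over its alternatives). Among the fixed lists, introns of PRR7, LNK1, PRR3, FVE, CDC5 and MAC5B also rose, to between 1.01% and 7.39% in the mutant, each with a limma adjusted p of 0.000958. They are named because naming stopped at the 10 smallest p, shared with MAC3A and MAC3B, so other list introns that passed are not named. An intron past the threshold was found in 86.8% of all tested genes, so having 1 does not set these genes apart.

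Exon skipping gave few calls. Of 12122 events, 2 had an edgeR adjusted p under 0.05, both higher in the mutant, and 502 had an unadjusted p under 0.05; with the replicate block 4 passed. Limma on the log2 ratio gave 177. With at least 60 reads of each kind, 769 events were left, of which 8 passed and with the block 20, all higher in the mutant. Leaving out any 1 Col-0 library or mutant replicate 1 gave 0 events, with at least 140 at an unadjusted p under 0.05. The 2 events were skipping of exon 2 of PTAC16 (AT3G46780) and of exons 4 and 5 of FBA1 (AT2G21330). In Col-0 neither had a skipping read, in 61101 reads of both kinds for PTAC16, which allows a share of up to 0.00491%, and in 91968 reads for FBA1, which allows up to 0.00326%; these limits cover counting error only. In the mutant libraries PTAC16 had 61 to 101 skipping reads, a share of 0.340% ± 0.114, and FBA1 had 17 to 213, a share of 0.220% ± 0.239 (SD, n = 3). With at least 60 reads of each kind PTAC16 passed (edgeR adjusted p 0.0215) and FBA1 did not (0.0845), but with the replicate block under that limit FBA1 passed (0.0145; from 1.35e-08 to 0.642 over its alternatives). Under that limit larger shares moved: skipping of exon 2 rose in AT2G27340 from 6.65% ± 3.31 to 47.8% ± 7.08 (edgeR adjusted p 0.0294) and in TTN10 (AT1G19080) from 53.6% ± 12.1 to 94.4% ± 0.639 (0.0215; SD, n = 3). These were chosen after their values were seen. Over all 12122 events neither passed in the edgeR test, with an adjusted p of 0.533 for AT2G27340 and 0.517 for TTN10. Over their alternatives the adjusted p ran from 0.0068 to 0.736 for AT2G27340 and from 0.00524 to 0.736 for TTN10.

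Of 135996 alternative donor and acceptor events, 254 had an edgeR adjusted p under 0.05, 186 higher and 68 lower. With at least 60 reads of each kind, 403 of 12422 passed, 188 higher and 215 lower, and 117 were shared with the 254; with the replicate block under that limit 605 passed. Limma on the log2 ratio gave 22. The largest rise was that of a junction of AT1G63240, from 12.6% ± 2.56 to 51.4% ± 7.41 of the reads of both kinds (edgeR adjusted p 0.0049). A junction of AACT1 (AT5G47720) rose from 55.4% ± 3.73 to 93.4% ± 2.78 as its alternative fell from 44.0% ± 3.19 to 6.59% ± 2.78, and a junction of AT1G54380 rose from 48.8% ± 3.16 to 86.1% ± 9.96. The largest falls were those alternatives of AACT1 and AT1G54380 and a junction of SAC3B (AT3G06290), from 40.7% ± 3.16 to 5.82% ± 5.09 (SD, n = 3; edgeR adjusted p 0.0248). None of these 6 junctions passed with limma, where the adjusted p ran from 0.119 to 0.274. Without Col-0 replicate 2, Col-0 replicate 3 or mutant replicate 1 none of the 6 passed either, with an edgeR adjusted p from 0.055 to 0.446. The SAC3B junction lost its call in all 6 fits without 1 library, at 0.101 to 0.446. The AT1G63240 junction also lost it without Col-0 replicate 1 (0.112), the falling AACT1 junction without mutant replicate 2 (0.0552), and both AT1G54380 junctions without mutant replicate 3 (0.3 and 0.307). Over all alternatives the adjusted p ran from 0.00371 to 0.446 for SAC3B and from 0.000558 to 0.307 for the other 5. Under the limit of 60 reads of each kind, junctions of list members also passed. In SKIP, a subunit of the complex, a junction rose from 85.3% ± 4.32 to 95.4% ± 1.73 (edgeR adjusted p 0.0146). Another fell from 14.4% ± 4.35 to 4.12% ± 1.97 (0.017), with nearly the same reads in exchanged kinds, so it is not a separate change. Junctions of PRR3 fell from 98.6% ± 0.313 to 91.6% ± 2.58 (0.00455) and from 98.8% ± 0.261 to 93.5% ± 3.27 (SD, n = 3, edgeR adjusted p 0.0144).

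FLM was examined event by event, because exons 2 and 3 are used alternatively in its transcripts. Of 8 introns, 3 passed over all introns, against 62.4% of all tested introns. Introns 1, 5 and 6 had log2 changes of 1.98, 3.33 and 2.01, against a median of 1.83 over all tested introns. Introns 2, 3, 4, 7 and 8 had log2 changes of 0.39 to 0.77, below that median. In percentage points the FLM changes ran from 1.16 (intron 5) to 10.7 (intron 7), against a median of 1.58 over all introns that passed. Whether FLM introns rose more than others therefore depends on the scale. Retention rose in intron 1 from 0.431% ± 0.105 to 1.75% ± 0.224 (limma adjusted p 0.00405), in intron 5 from 0.100% ± 0.0207 to 1.26% ± 0.346 (0.0011), and in intron 6 from 0.974% ± 0.481 to 3.88% ± 1.73 (0.017). Intron 6 did not pass without Col-0 replicate 2 (0.0564), mutant replicate 1 (0.0574) or mutant replicate 3 (0.0518), and its limma adjusted p ran from 0.00877 to 0.0574 over its alternatives. The mutant mean was also higher in introns 2, 3, 4, 7 and 8, with limma adjusted p from 0.104 to 0.386. The largest change in percentage points was that of intron 7, from 26.7% ± 2.23 to 37.5% ± 3.53. The genotypes did not overlap there, but it did not pass (0.132). With the variance trend, chosen after seeing the data, introns 3, 4 and 7 passed (0.041, 0.0486 and 0.00408). Skipping of exon 2 (28958311 to 28958391) was at 18.1% ± 2.21 in Col-0 and 28.4% ± 4.34 in the mutant, and skipping of exon 3 (28958456 to 28958501) was at 58.4% ± 6.26 and 41.5% ± 10.2 (SD, n = 3). Each moved the same way in 3 of 3 same-numbered pairs, with no overlap between the genotypes, which chance gives for 10% of events, and an exact permutation test, two-sided, gave p = 0.1, the smallest possible. Neither passed in the edgeR test over all events (adjusted p 0.615 for exon 2 and 0.601 for exon 3), nor over the FLM events alone (0.646 for both). With at least 60 reads of each kind, the edgeR adjusted p was 0.484 for exon 2 and 0.475 for exon 3, and 0.357 and 0.282 with the replicate block. Adjusted over the FLM events alone under that limit, without the block, it was 0.117 for both. No donor or acceptor event of FLM passed, and 0 of the FLM skipping, donor and acceptor events had an unadjusted p under 0.05 in that test.

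**Figure D4:**
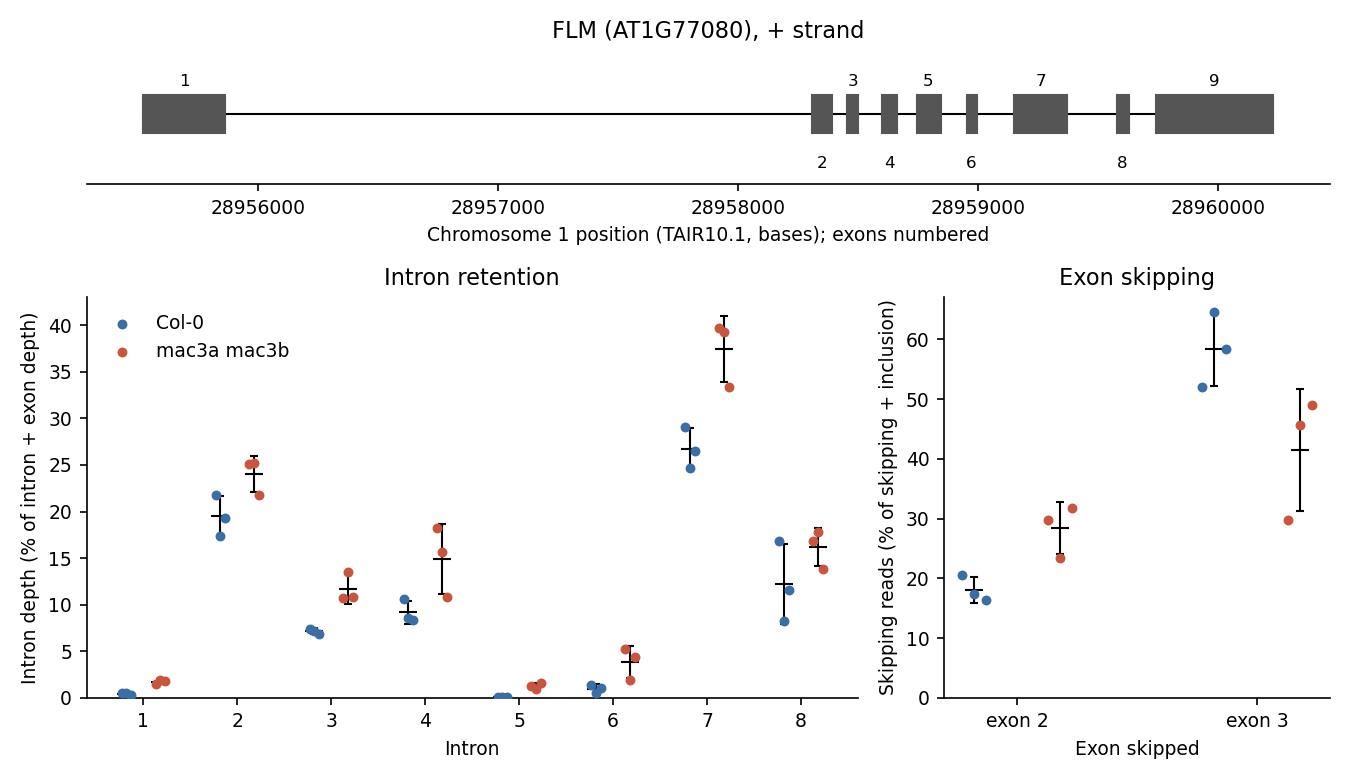
Top, FLM exons 1 to 9 on chromosome 1 of TAIR10.1; bottom, intron depth as percent of intron plus exon depth for introns 1 to 8 (left) and skipping reads as percent of skipping plus inclusion reads for exons 2 and 3 (right), with points for the libraries of Col-0 (blue) and mac3a mac3b (red) and bars for mean and SD of 3 libraries. Skipping of exon 2 lies higher and skipping of exon 3 lower in all 3 mutant libraries.

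Genes with a changed intron were compared with genes of changed expression over the 14639 genes tested in both. Of these, 9 had an expression call. An expression call was found for 8 genes with a changed intron, 0.0612% of such genes, and for 1 of the others, 0.0635% (Fisher's exact test, two-sided, odds ratio 0.964, p = 1). With the replicate block for expression the shares were 3.81% and 5.27% (odds ratio 0.712, Fisher's exact p = 0.00753). Among genes above the median expression the blocked shares were 4.54% and 6.19%, and the difference did not pass (odds ratio 0.72, Fisher's exact p = 0.12). Counting only introns changed by at least 10 percentage points reversed the direction, to 6.0% against 3.81% with the block (odds ratio 1.61, Fisher's exact p = 0.00118).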

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

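The fits on unique read counts other than the planned ones, the limit of 60 reads of each kind, rescaled RPKM, scaled depths, the variance trend, the limit on intron depth and the overlap with blocked expression calls were chosen after seeing the data. For each change given here the cause was not tested, unless stated.

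Counts of genes differing in expression depended on the setting. Against 18 genes, no filter on low values gave 45, of which 5 were shared; edgeR on the unique read counts gave 0 as it stood, with DESeq2's size factors and with no filter, with 1246, 1236 and 1252 genes at an unadjusted p under 0.05; and DESeq2 gave 463. With the replicate block the counts were 776 with limma, 511 with edgeR, 1843 with DESeq2 and 989 on rescaled RPKM. Leaving out 1 library, without the block, gave from 0 to 11 genes across the 6 fits. The count was 0 without Col-0 replicate 1 or 3 or mutant replicate 1 or 3. It was 1 without Col-0 replicate 2, and 11, of which 6 were shared, without mutant replicate 2. At least 1136 genes had an unadjusted p under 0.05 in each. The blocked simulation recovered more genes at this number of libraries, so the unblocked counts do not rest on sample size alone.

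The clock list gave 3 genes. No filter and the 3 unblocked edgeR fits gave 0, and DESeq2 gave 9. The replicate block gave 11 with limma and 10 with edgeR, with DESeq2 and on rescaled RPKM. Each of the 6 unblocked fits without 1 library gave 0. The flowering list gave 0 genes, and 2 with the replicate block, 3 with DESeq2, 4 with edgeR and the block, 8 with DESeq2 and the block and 4 on rescaled RPKM with the block. The list of other subunits gave 0, and 1 in the DESeq2 fit with the block. Where the clock list gave 0, from 10 to 12 of its genes had an unadjusted p under 0.05. Without 1 library the flowering list and the list of other subunits gave 0 in all 6 fits, with from 6 to 8 and from 0 to 1 genes at an unadjusted p under 0.05.

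MAC3A passed the threshold with the replicate block (log2 fold change −1.37, adjusted p 0.0243), in DESeq2 (−1.52), in edgeR with the block (−1.50), in DESeq2 with the block (−1.53) and on rescaled RPKM with the block (−1.45), with adjusted p from 6.3e-15 to 0.0243 in these fits and from 6.3e-15 to 0.344 over all alternatives; without 1 library its log2 fold change ran from −1.53 to −1.27, not past the threshold, as with all libraries. MAC3B no longer passed with no filter (−2.30, adjusted p 0.0693), in edgeR (−2.44, 0.0637), with DESeq2's size factors (−2.48, 0.0752), with no filter in edgeR (−2.44, 0.0634), or in any of the 6 fits without 1 library, where its log2 fold change ran from −2.43 to −2.14; its adjusted p ran from 1.02e-26 to 0.198 over all alternatives. No setting changed the direction of either gene.

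Introns were stable in count under the planned filters, pseudocount, replicate block and fits without 1 library (from 47881 to 54636). A change of at least 10 percentage points left 1235, and an intron depth of at least 1 in every library left 24895 of 35605 tested, fewer because fewer introns were tested. The difference in median retention ran from 1.38 to 1.48 percentage points across the 6 fits without 1 library. The edgeR test on intron reads could not be run, because the table gives depths.

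Skipping calls moved from 2 to 177 with limma, 4 with the replicate block, 8 with at least 60 reads of each kind, 20 with that limit and the block, and 0 with a change of at least 10 points; without 1 library they ran from 0 to 4, with 0 in the fits without any 1 Col-0 replicate or mutant replicate 1, and at least 140 events at an unadjusted p under 0.05 in each. Donor and acceptor calls moved from 254 to 22 with limma, 29 with a change of at least 10 points, 403 with at least 60 reads of each kind and 605 with that limit and the block; without 1 library they ran from 87 to 180, with 110, 87 and 129 without Col-0 replicates 1, 2 and 3 and 112, 167 and 180 without mutant replicates 1, 2 and 3. The replicate block alone gave 205. A pseudocount of 0.05 was not run for these events, whose test uses none.

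In FLM, 3 introns passed, 6 with the variance trend and 0 with a change of at least 10 points; without 1 library from 2 to 3 passed, with 2 without Col-0 replicate 2 or mutant replicate 1 or 3. No skipping, donor or acceptor event of FLM passed in any setting. Some FLM effects, none past the threshold, changed direction on the log2 scale: skipping from exon 7 to exon 9 without Col-0 replicate 1 (0.23) and without mutant replicate 3 (0.11), within −2.85 to 0.23 across the fits without 1 library, and 3 rare junctions. Without mutant replicate 2 a first junction between exons 5 and 6 was at −0.014, within −0.014 to 1.11, and another at −0.59, within −0.59 to 3.73; with limma a junction of exons 7 and 9 was at 0.51. The overlap of retention and expression calls turned from an odds ratio of 0.96 to 3.77 for introns changed by 10 points, 0.71 with the blocked expression calls, and 1.61 with both. Restricted to genes above the median expression, the blocked calls gave 0.72 and no longer passed (Fisher's exact p = 0.12; from 0.00118 to 1 over the alternatives). Without the block no odds ratio could be computed for these genes, with 0 expression calls among genes without a changed intron; the leave-one-out fits with any call gave 0.

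The junctions of SKIP and PRR3 and the genes named only from the blocked fit were not followed across settings. Of the other named genes and events under the settings that kept all libraries, 328 of 380 comparisons kept direction and side of the threshold. Of the rest, 40 no longer passed, 11 newly passed and 1 reversed. In the fits without 1 library the numbers were 241 of 340 kept, 95 no longer past and 4 reversed. The planned fits with the replicate block changed no other call than those given here and beside the results. The skipping test depended on which events were fitted together: of simulated changes placed in events with at least 60 reads of each kind, it recovered 32 of 200 when fitted over all events and 162 of 199 when fitted over such events.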

Other observations

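Of the tests below, those on splits of the libraries, on the pseudocount, on time of day and on intron position were chosen only after the result was seen; the others were written before.

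Intron depth relative to exon depth rose in 95.8% of tested introns, a pattern that a technical difference between the libraries could also give. Genomic DNA would add a similar depth to every intron, but the median gain was 9.35 times larger in the quartile of introns with the deepest exons than in the quartile with the shallowest. The lower depth of the mutant libraries, with a fixed pseudocount, would lose its calls after scaling, but 56382 introns still passed. GC bias would leave introns as GC-rich as their exons near 0, but 5081 introns within 2 points of their exons had a median log2 change of 1.73. More unspliced precursor RNA in the mutant libraries stays open, since it cannot be told apart from slower splicing with these tables; across introns, which are not independent replicates, the log2 change had a rank correlation of 0.0744 with position from the 5′ end. Of the 10 splits of the 6 libraries, 1 gave as many introns, the real one, and the other 9 gave 0; 10 splits cannot reach a share under 0.05. A splicing effect of the genotype remains a hypothesis.

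The other fits were split in the same way. The real split was the 1 of 10 with as many expression calls (18, against 3 at most), as many skipping calls (2, against 0) and as many donor and acceptor calls (254, against 2 at most). At an unadjusted p under 0.05, however, the split of Col-0 replicate 1 and mutant replicates 1 and 3 from the rest gave 3728 genes against 1893. With the replicate block, 1 of the 4 splits that part all 3 pairs gave as many genes, the real one with 776, and the others gave 0.

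Clock genes were also grouped by phase, as a description that by itself tests nothing, since the genes were chosen after their changes had been seen. Over 9 genes with a morning and 7 with an evening peak, assigned from general knowledge of the clock, 3 of them from the flowering list, 8 morning genes were higher and 7 evening genes lower in the mutant. PRR5, PRR7, CHE and ZTL of the clock list were given no class, and their log2 fold changes (−0.21, 0.02, −0.04 and 0.05) did not pass the threshold. An earlier choice of genes, without RVE6 (−0.08) and CDF1 (1.36), was replaced by this one. The morning minus evening difference in mean log2 expression was −2.46 ± 0.30 in Col-0 and 0.987 ± 0.336 in the mutant (SD, n = 3), and the smallest difference within a same-numbered pair was 2.99. Collection of the genotypes at different times of day could give this pattern and cannot be told apart from a genotype effect, because the labels give no time. Larger retention changes in the clock genes themselves were tested as a candidate explanation; their median retention change lay at percentile 83.46 of random lists matched on expression, which leaves this open. Collection of the replicate numbers at different times could also explain why same-numbered libraries deviated together; the clock genes' spread within a genotype lay at percentile 70.57 of matched lists, which does not single them out.

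Genes with an intron at least 10 points higher (1033 genes) would fall in expression if retained transcripts were lost. Their median log2 fold change was 0.0958 against 0.0258 in matched lists, at percentile 100. This says nothing for or against a loss of such transcripts, which stays open, because the genes were chosen by retained RNA that was still present, and genes whose retained transcripts were lost would not be among them.

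Introns with a U12-type donor, a rare class spliced by a separate spliceosome, may respond less. The 229 such introns had a median log2 change of 1.13 against 1.86 for other introns, at percentile 0 of 10000 random sets, but in percentage points they rose more (1.92 against 1.24, percentile 100), so whether introns with a U12-type donor respond less depends on the scale. Their higher retention in wild type (1.57% against 0.251%) accounts for the log2 difference at most in part. Matching on wild-type retention and exon depth brought the median of other introns from 1.86 down to 1.41, closer to 1.13, and the introns with a U12-type donor were still at percentile 0 of the matched sets.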
